A study of Mus musculus with 8 samples.

How the data were processed

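Mast cells were grown from the marrow of C57BL/6 mice, wild type or lacking Tet2, and their polyadenylated RNA was treated with DNase and converted with bisulfite together with unmethylated RNA of the lambda genome as a control, per the labels' protocols. Stranded libraries were then sequenced as paired-end reads. The labels give 2 biological replicates per genotype and 2 technical replicates of each, 8 libraries in all. The submitters' processing notes name the builds mm10 and GRCm38. The aligner, the site caller, the coverage minimum, the conversion rate measured on the lambda control and the rule by which sites were called specific to a group are not given in the sources used here.

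The deposited table holds, per the file headers, a methylation rate for each site and library, which is a fraction between 0 and 1 that was multiplied to percent here. Its title line says that the authors chose the sites as specific to the Tet2-deficient group. It gives chromosome and position, with no strand, read number or coverage, for the 4 Tet2-deficient libraries. Columns were matched to labels by reading the number after the genotype letter as the biological replicate and the number after "rep" as the technical one, in the order in which the titles give them. The values cannot settle that reading, so the differences between libraries, the SDs of some named genes and the widest gap of a region are also given the other way round. There were 8492 sites, 0 repeated positions and 0 empty cells, and the lowest level was 10% in the table, so the table shows nothing of sites below that level. Depth per library is unknown, and the precision of a single site's level cannot be stated.

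The tests fixed before the data were examined compared genotypes, and were planned for several kinds of values. Since wild-type levels were not analysed here, the test of sites differing between genotypes, the sharing of sites between genotypes, the coverage settings and the fit with a replicate block were not run. Transcript regions and sequence context were not analysed, because gene structure and genome sequence were not used here. The plan was replaced by descriptions of levels in the Tet2-deficient libraries. The planned permutation over sites of a list became a permutation over regions, since neighbouring sites are not independent. This change, the regions, the comparison of gene spans and the tests of the closing section were chosen after the data were seen; of the latter, the correlation of neighbouring sites was predicted before it was computed.

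Technical replicates were averaged first, and values are the mean of 2 biological replicates with their SD. Sites up to 500 bases apart on a chromosome were joined into a region. Sites were assigned to every RefSeq gene span of GRCm38 patch 6 that contains them; 8 sites lay in 2 spans and count for both genes. Of 617 entries in 22 gene lists, 616 were matched to a gene of that annotation. Lists with at least 3 regions (2 lists) were tested by the mean level of their regions against all other regions, two-sided, with 100000 resamples and Benjamini-Hochberg adjustment over the lists tested. Regions of a gene are treated as independent in that test. Site pairs on a chromosome were correlated in bins of distance by the deviation of each site from its own mean over the 4 libraries. Library means were removed as well. Pairs up to 500 bases apart lie in the same region, while more distant pairs can lie in different regions. The 95% intervals came from 1000 bootstrap resamples of regions.

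On simulated tables of 8492 sites in 259 regions with 10 reads per site, the correlation of sites 1 to 10 bases apart was 0.0005 for independent cytosines and 0.884 where whole molecules kept or lost their cytosines together. The list test called 6.5% of lists of 10 regions with no shift at a threshold of 0.05, and 100% of lists shifted by 30 points. The lists tested had 7 and 6 regions and far smaller differences, so these rates do not give the power of their tests.

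Genes are named by a rule fixed before the data were examined, as far as it applies without wild-type levels: the 10 genes with the most sites, up to 4 members of each list by level, and every site in Socs3, Tet2 and the RNA cytosine methyltransferases. Hpgds is a member of the mast cell list beyond those 4 and was named in addition. Other genes named in the text were chosen after their values were seen. Alternatives were the removal of sites with another listed site within 10 bases, a level of at least 20% in every library, merging of close positions, other region distances, other gene spans, weighting by region and leaving out each biological replicate. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.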

Results

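Methylation levels of single cytosines were measured by RNA bisulfite sequencing in poly(A) RNA of bone marrow derived mast cells, which were grown from mouse bone marrow with IL-3 and SCF. Bisulfite turns unmodified cytosine into uracil, so the level of a site is the share of reads that still show cytosine there. Unmodified cytosine left unconverted would count in that share too, and no conversion rate was used here. The labels describe 8 libraries, 4 from wild-type cells and 4 from cells lacking Tet2, an enzyme that oxidises 5-methylcytosine. Each genotype had 2 biological replicates with 2 technical replicates each. The deposited table analysed here lists sites that the authors chose as specific to the Tet2-deficient group and gives their levels in the 4 Tet2-deficient libraries. Wild-type levels were not analysed here, so no value below is a difference between genotypes, and the choice of the sites on these same libraries is not independent evidence that they depend on Tet2. Read numbers were not analysed either, so the depth behind each level is unknown and no interval from counting error is given. Positions are on mouse build GRCm38. Technical replicates were averaged, and errors are the SD over 2 biological replicates.

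The first question was how high the levels of the listed sites were in Tet2-deficient mast cells. The 8492 sites had a mean level of 51.7% ± 0.154 (SD, n = 2). Levels ran from 10% to 100% in each library, and the middle 50% of the site means lay between 30.5% and 72.1%, with a median of 49.2%. At 2854 sites (33.6%) the level was 50% or more in every library, and 208 sites were under 20% in every library. At 71 sites every library read 100%. Of these, 14 lay in Rab27b, a small GTPase of secretory granule release, 12 in Anapc10, a subunit of the anaphase-promoting complex, 10 in Cnrip1 and 9 in Vps13b; Anapc10, Cnrip1 and Vps13b were chosen after their values were seen. The mean over sites was 53.7% and 49.5% in the libraries of biological replicate 1 and 49.9% and 53.8% in those of replicate 2, so technical replicates differed by more than the biological means did.

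The sites lay in a small number of genes. In all, 6464 sites (76.1%) fell inside the spans of 110 genes, of which 96 were protein-coding and 12 were long noncoding RNAs, and the 10 genes with the most sites held 3533 sites (41.6%). The immunoglobulin heavy chain locus Igh had 559 sites between 114752185 and 114931161 on chromosome 12, with a mean level of 65.5% ± 1.02 (SD, n = 2). Most of them lay between 114885542 and 114895387, in regions of 235, 68 and 214 sites at 70.7%, 59.5% and 71.0%. The other Igh regions had levels from 14.9% to 23.1%. Inpp4b, a phosphoinositide phosphatase, had 508 sites on chromosome 8 at 51.7% ± 0.844 (SD, n = 2). Pde1c, a cyclic nucleotide phosphodiesterase, had 507 sites on chromosome 6 at 68.7% ± 0.187 (SD, n = 2). Gpr141, an orphan receptor, had 314 sites at 52.7% ± 3.19, and Fut8, the enzyme that adds core fucose to N-glycans, had 288 sites at 65.3% ± 0.355 (SD, n = 2 for both). Cyp4a12b, a cytochrome P450 that may share reads with its relative Cyp4a12a, had 269 sites at 51.7% ± 0.904, and Ulbp1, a ligand of the receptor NKG2D, had 226 sites at 30.7% ± 2.09 (SD, n = 2 for both). Rab27b had the highest level of these 10 genes, with 219 sites on chromosome 18 at 90.8% ± 1.35 (SD, n = 2). The long noncoding RNA 4933406I18Rik had 198 sites at 41.2% ± 1.54 (SD, n = 2). Without clustered sites, those with another listed site within 10 bases, Gpr141 stood at 32.9% and 4933406I18Rik at 25.2%. The gap between Rab27b and Ulbp1 was many times the SD of either gene, while Inpp4b, Cyp4a12b and Gpr141 lay within the SD of Gpr141. Of the 110 genes, 32 had a single site. Exons, introns, untranslated regions and sequence context were not analysed here, so a site inside a gene span need not lie in its mature mRNA.

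**Figure D1:**
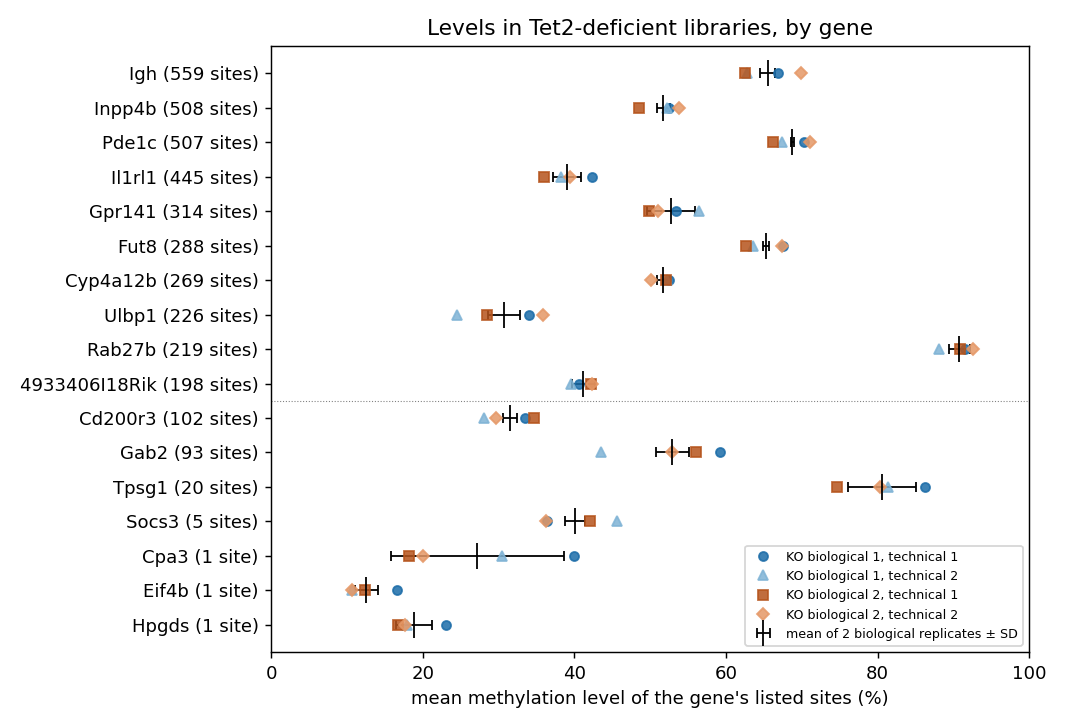
Mean methylation level in percent (horizontal axis) of the listed sites of each named gene in the 4 Tet2-deficient libraries; coloured points are libraries, the black tick is the mean of 2 biological replicates and the bar its SD. The 10 genes above the dotted line have the most sites and run from 30.7% for Ulbp1 to 90.8% for Rab27b; the genes below it are members of the fixed lists.

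Sites crowded into short stretches. Of the 8492 sites, 7956 (93.7%) had another listed site within 10 bases, and 1896 directly followed another listed cytosine. Joining sites up to 500 bases apart gave 259 regions that covered 94111 bases (418 regions with sites joined up to 100 bases apart). Of these regions, 146 had 10 or more sites and together held 8121 sites (95.6%), with a median of 11.1 sites per 100 bases. Il1rl1, the receptor for IL-33 on mast cells, had all of its 445 sites in a single region of 5351 bases on chromosome 1, from 40452518 to 40457868, at 39.0% ± 1.81 (SD, n = 2). Site means within that region ran from 13.1% to 94.0%. A window of chromosome 6 from 66016186 to 66240994 held 1177 sites in 19 regions at 46.0% ± 0.316 (SD, n = 2), and 1035 of them lay outside gene spans. Chromosome 6 as a whole held 1810 sites (21.3%), and no listed site lay on the X, Y or mitochondrial chromosome. Regions with more sites had higher levels (Spearman's rho 0.484 across 259 regions), a relation that is partly built in, because sites under 10% are not listed and a region of low level thereby loses sites.

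**Figure D2:**
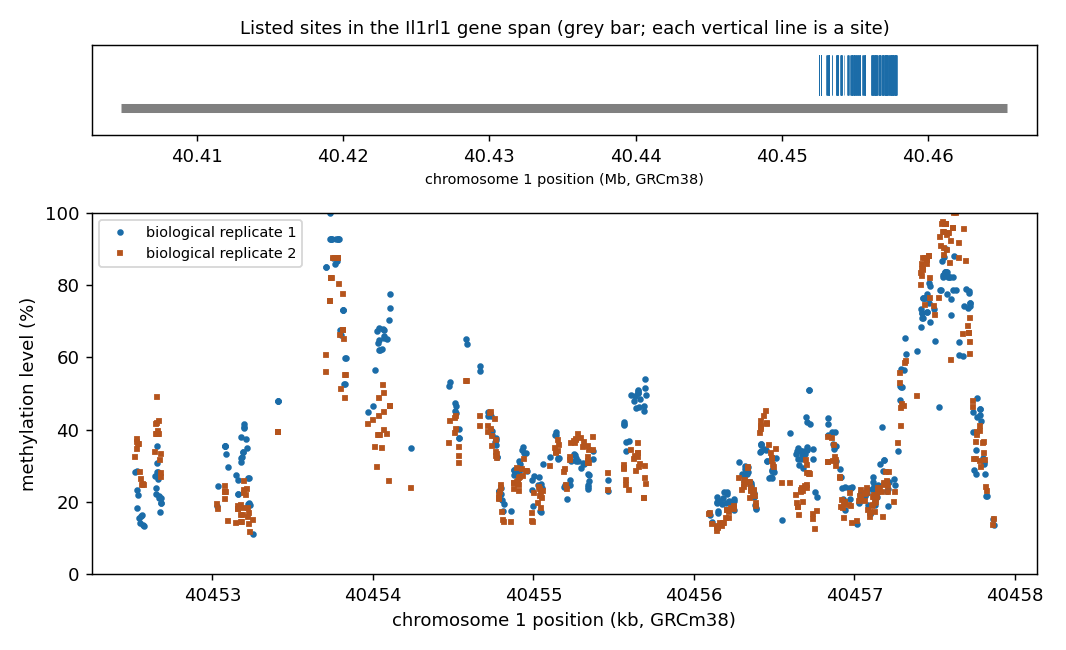
Listed sites in Il1rl1 on chromosome 1 of GRCm38. The upper panel shows the gene span in grey with a line per site against position in Mb, and the lower panel plots the level of each site in percent against position in kb, with a point for each of the 2 biological replicates; all 445 sites lie within 5351 bases.

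Levels of neighbouring sites moved together between libraries. Deviations were taken from each site's own mean over the 4 libraries, with library means removed as well. For sites 1 to 10 bases apart in the same region they correlated at 0.758 (95% bootstrap interval 0.735 to 0.780). The correlation was 0.506 at 11 to 50 bases and 0.250 at 51 to 150 bases. In the next bin, up to 300 bases, it was 0.0366 with an interval that included 0.

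**Figure D3:**
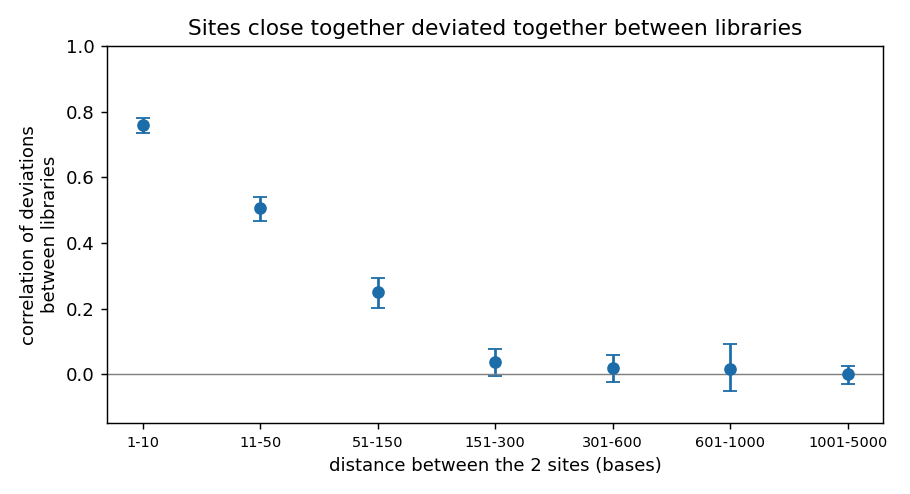
Correlation between libraries of the deviations of 2 sites of a region (vertical axis) against the distance between them in bases (horizontal axis); points are the correlation over pairs of sites and bars its 95% bootstrap interval over regions. It falls from 0.758 at 1 to 10 bases to near 0 beyond 150 bases.

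Mast cell genes were the next question, through lists of genes fixed before the data were examined. Of 40 genes of mast cell identity and effector function, 5 had listed sites, 569 in all, at 39.1% ± 1.43 (SD, n = 2). Besides Il1rl1 these were Cd200r3, an activating receptor of the CD200 receptor family, with 102 sites at 31.5% ± 0.916, and Tpsg1, the gamma tryptase, with 20 sites at 80.6% ± 4.47 (SD, n = 2 for both). The Tpsg1 sites lay at a constant spacing of 2 bases, and Cd200r3 has a relative, Cd200r4, with listed sites of its own with which it may share reads. The granule carboxypeptidase Cpa3 had 1 site, at 20236619 on chromosome 3, at 27.2% ± 11.4 (SD, n = 2). Hpgds, the synthase of prostaglandin D, had 1 site at 65122338 on chromosome 6, at 18.8% ± 2.34 (SD, n = 2). The 7 regions of this list had a mean level 36.8% against 42.3% for the other regions, a difference of -5.54 points that did not pass the test (two-sided permutation p = 0.511, adjusted p = 0.767 over 2 lists tested). The difference was -10.1 points without clustered sites and -13.6 points as a mean over sites, the latter with no test.

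Signalling through IL-3, SCF and the JAK-STAT pathway was represented by 2 of 42 genes. Gab2, an adaptor downstream of KIT and FcεRI, had 93 sites at 52.9% ± 2.17 (SD, n = 2). Socs3, a feedback inhibitor of JAK-STAT signalling, had 5 sites between 117967485 and 117967529 on chromosome 11, at 40.1% ± 1.28 (SD, n = 2). Its single sites had means from 36.1% at 117967518 to 43.8% at 117967529. The 6 regions of this list averaged 44.8% against 42.1% in the other regions, a difference of 2.71 points (two-sided permutation p = 0.767, adjusted p = 0.767). It was 4.84 points without clustered sites and 0.52 points as a mean over sites, the latter with no test. Power at the sizes of the mast cell and signalling lists was not tested, so neither result shows that a list matches the other regions. Among translation factors, Eif4b had 1 site, at 102095001 on chromosome 15, at 12.6% ± 1.47 (SD, n = 2).

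The other 19 lists had no listed site. They comprised RNA cytosine methylation and TET genes with their readers, chaperones, glycolysis, oxidative phosphorylation, proteasome and cytoskeleton. They also comprised the interferon and double-stranded RNA response, splicing factors, ribosomal proteins, histones and a list of only 2 mitochondrially encoded genes. The same held for markers of neutrophils, monocytes and macrophages, basophils, erythroid cells, megakaryocytes, B cells, T cells and dendritic cells. Igh, the gene with the most sites, is expressed by B cells but was not a member of the B cell list. Tet2 itself and 8 RNA cytosine methyltransferase genes had 0 listed sites. With no coverage analysed, a gene without a listed site cannot be told from a gene without enough reads. A gene can also be absent because its sites lay under 10% or were not chosen as specific to the Tet2-deficient group. Absence from the table therefore does not show that a gene was unmethylated.

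Agreement between replicates was the last comparison. Across the 8492 sites, levels of library pairs correlated with Pearson's r from 0.759 to 0.801, a correlation across sites, which are not independent replicates. Technical pairs differed by 13.5 points on average and biological pairs also by 13.5 points. In the Inpp4b region from 81958358 to 81958580 on chromosome 8, with 25 sites, the biological replicates stood at 57.9% and 34.7%, the widest gap among the regions of 10 or more sites, whose median gap was 3.98 points. With the second number of the column names read as the biological replicate, that region stood at 45.2% and 47.4%. The widest gap was then in a region of 21 sites in Smad2 from 76271790 to 76271912 on chromosome 18, at 25.4% and 49.6%, and the median gap was 3.99 points. At 30.4% of sites both libraries of a biological replicate lay on the same side of both libraries of the other. The other 2 ways of splitting the 4 libraries into pairs gave 26.3% and 33.7%, and the mean of the 3 ways was 30.1%. Averaged over regions, technical pairs differed by 8.72 points and biological pairs by 8.91 points, and the mean Pearson's r over sites was 0.785 and 0.780, so the pairs differed little on any of these measures. Reading the column names the other way gave 13.8 points for technical and 13.3 points for biological pairs. It left the mean level of each gene as it was and changed the SD, which was larger for 6 of the 17 named genes. These were Gab2 with an SD of 6.71, Cd200r3 with 3.69, Eif4b with 2.73, Inpp4b with 1.72, Igh with 1.18 and Pde1c with 0.725 points. It was smaller for the other 11, among them Il1rl1 with 0.271, Tpsg1 with 0.280 and Cpa3 with 2.74 points.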

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

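Of 21 values checked for a library far from the other 3, chosen from the overall level, the named genes and the lists with sites, 1 stood out: chance gives about 1 in 20. In Cyp4a12b, technical replicate 2 of biological replicate 2 had a mean level of 50.1%, while the other 3 libraries lay between 52.1% and 52.5%, so that the gap made up 0.848 of the whole range. No explanation was tested for this difference.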

How the results depend on the processing

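Fixed before the data were examined were leaving out clustered sites (those with another within 10 bases) and each replicate for the overall level, leaving out clustered sites for the lists, and level minimums and merged positions for the number of sites. All other alternatives were chosen after seeing the data. The overall level of 51.7% became 38.3% without clustered sites, 47.7% as the mean of the 4 library medians, 42.2% with each region counted once, 48.4% without the 10 genes with the most sites and 60.9% with at least 20% in every library. The number of sites became 6412 at 20% or more in every library, 6596 and 1895 when positions within 1 and 10 bases were merged, and 536 without clustered sites. Joining sites up to 100 bases apart gave 418 regions, and up to 1000 bases 232. The share of sites inside gene spans was 77.6% without clustered sites, 77.1% with spans extended by 1 kb, 64.3% for protein-coding genes only and 81.1% with each region counted once. Without clustered sites, 16 of the 17 named genes kept sites and Tpsg1 kept none; 10 of the 16 moved by more than their SD, and changes ran from -19.8 to 5.29 points. Both list differences kept their sign, and stayed short of the threshold where tested: -10.1 points without clustered sites and -6.63 to -4.46 with a replicate left out for mast cell genes, 4.84 and 2.04 to 3.38 for JAK-STAT signalling. As means over sites, with no test, they were -13.6 and 0.52 points. The correlation of sites 1 to 10 bases apart ranged from 0.749 to 0.763. With 2 replicates, leaving out either moves a level by less than the SD by construction, so that check says nothing about stability. No paired analysis was possible because the levels analysed here come from Tet2-deficient libraries only. The coverage settings, the genotype fits and the settings for transcript region and sequence context were not run. Depth is unknown, so what it limits cannot be stated.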

Other observations

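The tests of genomic DNA, of the Tet2 allele, of isolated sites and of constant spacing were chosen after the result was seen; the correlation of neighbouring sites was predicted before it was computed.

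Among the 53 genes with 10 or more sites, 7 had levels of 75% or more, Rab27b and Tpsg1 among them. The others, chosen after their values were seen, were Vps13b with 21 sites at 91.6% ± 1.30, Cnrip1 with 51 sites at 84.5% ± 0.692, Anapc10 with 173 sites at 83.8% ± 4.80, Phf14 with 38 sites at 78.0% ± 3.09 and Tmem273 with 11 sites at 76.7% ± 5.78 (SD, n = 2 for each). Gene families also chosen after the data were seen had sites in several members: 6 Zfp zinc finger genes held 319 sites at 40.5% ± 1.30, the Cyp4a12a and Cyp4a12b pair held 310 sites at 49.1% ± 0.0593, and the Cd200r3 and Cd200r4 pair held 162 sites at 30.2% ± 1.43 (SD, n = 2 for each). Members of such families can share reads, so their sites are uncertain.

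Listed sites lay in dense stretches, and the deviations of sites 1 to 10 bases apart correlated at 0.758 between libraries, falling to near 0 beyond 150 bases. Molecules in which stretches of cytosines stayed unconverted or were modified together would give a correlation of close sites. These are 2 candidate explanations that the test cannot separate, and others, such as reads assigned to the wrong place, were not tested. Read and fragment lengths were not analysed, so no conclusion is drawn from the fall with distance. Genomic DNA spread evenly over the genome was argued against by the 18.9% of regions outside gene spans (exact 95% interval 14.3% to 24.2%). The share of chromosomes 1 to 19 outside gene spans was 51.3%. The interval treats regions as independent, although 20 of them lay in Inpp4b alone, so it may be too narrow. A selection that favoured genes would also lower the share of regions outside gene spans. Variants carried with the Tet2 allele were argued against by the 0.386% of regions within 20 Mb of Tet2, and loss of Tet2 itself stays open and untested.

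Isolated sites had lower levels than dense regions. The 48 regions of 1 site averaged 29.0% (median 21.5%), and their mean minus that of the 146 regions of 10 or more sites (median 46.3%) was -21.0 points. No p is given, because the split is partly decided by the level itself: sites under 10% are not listed, so a stretch of low level can be left with a single site. A candidate explanation is that isolated sites lie in other kinds of genes, but genes of the fixed lists made up 3 of 34 genes with isolated sites only and 4 of 52 genes with dense regions (Fisher's exact p = 1), too few to decide. No biological explanation was tested.

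A pair of regions had sites at a constant spacing of 2 bases: 20 sites in Tpsg1 from 25369496 to 25369534 on chromosome 17 at 80.6%, and 11 sites in Tmem273 from 32804708 to 32804728 on chromosome 14 at 76.7%. Shuffling spacings within regions gave a permutation p of 1, but that test is void, since all 31 sites lie in regions of a single spacing that shuffling cannot change. A second test, chosen after the first came out void, pooled spacings over regions, and the highest of 1000 shuffles held 19 such sites. That comparison restates the constant spacing that prompted it and does not bear on simple sequence repeats, which stay open since the sequence was not read.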
